A study of Mus musculus with 768 samples. Its data were reported in "Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT)" (2021).

How the data were processed

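The data were single-cell RNA sequencing libraries of Schwann cells (SCs), the glia of peripheral nerves, from mouse sciatic nerve at postnatal day 60 (P60). Cells that carried a yellow fluorescent reporter switched on in the SC lineage were sorted singly into the wells of 2 plates, and each plate held cells from separate animals, with males and females pooled. Libraries were made with the Smart-Seq2 protocol, which amplifies full-length cDNA and carries no molecular identifiers, so reads and not molecules were counted.

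The authors deposited 1 table of raw read counts per gene and cell, with 25700 genes and 768 cells. According to the study's methods, the reads were aligned with STAR and counted per gene with featureCounts. The strand setting and the treatment of reads that map to several places or overlap several genes were not stated. The methods name a human genome build, while the gene identifiers in the table are those of mouse genes. Symbols and coordinates given here come from a lookup of these identifiers in GENCODE M21 (GRCm38), where 25664 of the 25700 were found. In that annotation 85.3% of the genes in the table were protein coding and held 97.2% of the reads, and Xist was not analysed here. For genes with 100 or more reads, 5 groups of genes with 25 members in all had the same count in every cell, the largest of them protocadherin alpha genes. A read that overlapped several such genes was therefore counted for each of them. Because the strand setting is unknown, genes whose exons overlap another gene in the table are marked as uncertain where they are named.

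All 768 columns of the table matched a cell by its title. No pair of cells had identical counts. The labels give 1 group and 2 replicates, which are the plates, with 384 cells each. Cells were not treated as replicates. Sample groups, tests, marker lists and the rule for naming genes were fixed before the data were examined. The score that names a cluster, its minimum of 50 CPM, the treatment of the cell-cycle cluster and the measure that stands for each result among the alternatives were set after the data were seen, as were the additions stated in the closing part. Following the study, cells with 1500 or more detected genes were kept. Counts were scaled to 100000 per cell and log transformed, variable genes were chosen by a mean of 0.1 to 8 and a dispersion over 1, and the plates were integrated by canonical correlation analysis with 12 dimensions in Seurat 5.3.0 under R 4.3.3. Clusters were called at a resolution of 0.5. The study used an earlier version of Seurat, and no cell annotation was used, so the classes are rebuilt and can differ from those of the study.

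Clusters were named from markers fixed in advance. A cluster was called mSC-like (myelinating SC) or nm(R)SC-like (non-myelinating, Remak SC) by the list with the higher mean standardised level, provided that at least 3 of its markers reached 50 CPM (counts scaled to a common total per cell or sum). Leading genes were ranked by the difference in mean log level among genes read in 25% or more of the cells of the cluster. A cluster stayed unnamed when its cells had a median below 33.3% of the median reads of their plate and none of its markers was among its 10 leading genes, or when more markers of the other class were among them. The mSC-like list was Prx, Mag, Pmp22, Mal, Pllp, Egr2, Drp2, Cldn19, Gjb1, Fa2h and Ugt8a, and the nm(R)SC-like list was Scn7a, Gfap, Cdh2, Ednrb, Emp1, Sema3e, Chl1, Gap43 and Itga1. These 20 genes were left out of the tests between classes. No doublet caller was run, since cells were sorted singly into wells.

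A gene that helps to define a cluster cannot be tested fairly between clusters. All genes except a panel of 10 genes that the study follows were therefore split at random into 2 parts of equal size, classes were built from one part, and the genes of the other part were tested between them, and the reverse. The panel was left out of every clustering and was tested between classes built from all other genes. The classes from the parts matched those from all genes in 94.9% and 96.3% of 645 cells. In the classes from the parts, a cluster led by cell-cycle genes (25 and 35 cells) was named nm(R)SC-like and took part in the tests. Both parts were read in the same cells, so this guards against choice of genes and not against structure shared by all genes of a cell, and the sums weigh cells by their reads. Counts were summed per plate and class, which gave 4 sums, and were tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr with a minimum count of 10, plate as a block, 1 residual degree of freedom). Benjamini-Hochberg adjustment was applied over all genes tested, with a limit of 0.05. The block pairs the classes, since both were sorted from the same mice onto the same plate. Each log2 ratio is mSC-like over nm(R)SC-like. Standard errors (SE) were taken from the ratio and its F statistic. Ratios within 1 plate used a pseudocount of 1 CPM and carry no test.

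The named genes of the class comparison are the 5 highest and the 5 lowest log2 ratios among called genes with the same sign in both plates and 50 CPM or more in the higher class of both plates. Genes with names of the form Gm and a number or ending in Rik, the naming markers and the panel were left out of this choice, and the 10 panel genes were kept whatever their ratio. Values of some single genes are not reported here. Between the plates, which are 1 sample each, no test was made. A gene met the rule of size when its CPM differed 4-fold or more in the same direction in both classes and reached 10 CPM in either plate, and the 5 highest and 5 lowest by the smaller of their absolute log2 ratios in the 2 classes are named. A list of cholesterol synthesis genes and a list of dissociation response genes (immediate early and stress genes induced when tissue is dissociated) were tested between classes with camera at its preset correlation in limma 3.58.1, beside fry and camera with an estimated correlation.

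Shares of cells with reads of a gene were taken after each cell was thinned to 100000 reads, which left out shallower cells. Intervals are exact binomial (Clopper-Pearson) at the 95% level, and a share of 0 is given with the limit that 3 counts would set. Both cover counting error only, since amplified reads are not independent molecules. For index sharing, genes with 5000 or more reads in a plate, of which 1 cell held 80% or more, were used. Cells that share a part of the title (the name of one of the 2 indices in plate 1, the row or column in plate 2) with that cell were compared with the other cells of the plate. The 3 such genes with most reads per plate are named. Positions were permuted in 10000 draws, two-sided. The share of each gene's 50-mers that also occur in transcripts of another gene was computed from the GENCODE M21 transcripts.

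The tests were tested on simulated data. In 13183 genes drawn from the means and library sizes of the 4 sums, with 200 genes changed by a log2 ratio of 2, edgeR recovered 72% of them with none of its calls false, and the fit without the plate block made 0 calls. DESeq2 1.42.0 recovered 81.5%, and 4.12% of its calls were false. All genes were simulated with the same dispersion of 0.1 and with given classes. On the data the fit without the block made 112 calls, so the simulation differs from the data. Its rates therefore do not give the share of false or missed calls in the data. Exchange rates of 0.03% and 0.06% simulated on the plate 2 counts were found as 0.0312% and 0.0602%.

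The alternatives were DESeq2 in place of edgeR, its size factors, no filter on low counts, no plate block, other cell filters and resolutions, no integration, no gene split or another one, thinned cells, other read minimums, other rules of size and set tests, and leaving out each plate. The run without integration also used 7 components and a resolution of 0.3, so it differs from the main run in more than integration. Subtraction of the expected exchanged reads from the plate 1 counts, and leaving the cells of the unnamed cluster out of the class sums, were added after the data were seen. The comparison of Xist with Y chromosome reads was planned, and only the part on Y genes was run.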

Results

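The P60 data comprised 768 SCs on 2 plates of 384 cells, 1 replicate each. They held 283685199 reads in genes, 74280540 in plate 1 and 209404659 in plate 2. A single cell had between 1025 and 4076083 reads. With a minimum of 1500 genes per cell, 340 cells (88.5%) of plate 1 and 334 cells (87.0%) of plate 2 were kept, 674 in all. The kept cells had a median of 158689 reads in plate 1 and 452484 in plate 2. The order of the gene numbers was the opposite, with a median of 3442 detected genes in plate 1 and 2295 in plate 2. At an equal 100000 reads per cell, the 223 plate 1 cells with enough reads had a median of 3053 genes (quartiles 2680 and 3511), and the 313 plate 2 cells had a median of 1674 (quartiles 1374 and 1964). Mitochondrial genes took a median of 2.77% of the reads in kept plate 1 cells and 1.37% in plate 2. The gene with most reads in the table was Gm37376 (chromosome 19, 5801941 to 5802393, annotated as to be experimentally confirmable and of uncertain status), with 2.19% of all reads. It was followed by Pmp22 with 2.10% and Apoe with 1.82%. Whether Gm37376 overlaps another gene, in the table or outside it, was not checked, so its reads can belong to another transcript.

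To learn which SC types were present, the kept cells of both plates were integrated and clustered on 3574 variable genes, which gave 7 clusters. Clusters 1 (118 cells) and 4 (99 cells) were mSC-like. Clusters 0 (185 cells), 2 (116 cells), 3 (109 cells) and 6 (18 cells) were nm(R)SC-like. Cluster 2 was led by Ednrb together with ribosomal protein genes, cluster 3 by Apoe and Aldh1a1, and cluster 4 by Mfap5 and Ogn. Cluster 6 was led by 10 protocadherin alpha genes, which share reads in this table. Clusters 3, 4 and 6 had no naming marker among their 10 leading genes. Cluster 5, with 29 cells, was led by cell-cycle genes and stayed unnamed, because the median read number of its cells was 0.265 of that of their plate and no naming marker was among its 10 leading genes.

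The mSC-like class held 143 of 340 kept cells in plate 1 (42.1%, interval 36.8% to 47.5%) and 74 of 334 in plate 2 (22.2%, interval 17.8% to 27.0%), a mean of 32.1% ± 14.1 (SD, n = 2). The nm(R)SC-like class held 181 cells in plate 1 (53.2%, interval 47.8% to 58.6%) and 247 in plate 2 (74.0%, interval 68.9% to 78.6%), a mean of 63.6% ± 14.6 (SD, n = 2). The intervals of the plates did not overlap for either class, and no test over plates is possible with 2. They did overlap with a filter of 2500 genes (mSC-like, intervals 36.3% to 47.9% and 26.0% to 44.6%) and without integration (25.2% to 35.2% and 17.8% to 27.0%), so the plate difference in shares depended on these choices. The unnamed cluster held 4.30% ± 0.575 (SD, n = 2) of the kept cells. No cluster stayed unnamed with filters of 1000 or 2500 genes, without integration or after subtraction of exchanged reads. Without integration a cluster of 16 cells led by cell-cycle genes remained, and it was named nm(R)SC-like because its median reads were 1.69 of those of the plate. The alternative that moved the mSC-like share most was leaving out a plate (22.2% or 42.1%), and among those with both plates a filter of 2500 genes, with a mean of 38.4%.

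To find genes that differ between myelinating and non-myelinating SCs, 13260 genes outside the panel were tested on the 4 sums, in classes they had not helped to define. In these classes the cluster led by cell-cycle genes counted as nm(R)SC-like. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 362 genes were called, 184 higher in mSC-like and 178 higher in nm(R)SC-like cells. All 362 had the same sign in both plates. The median log2 ratio in a single plate of the genes higher in mSC-like cells was 3.28 in plate 1 and 3.35 in plate 2. For genes higher in nm(R)SC-like cells it was -3.92 and -4.19. The choice that moved the count most was the test: DESeq2 called 1683 genes on the same sums, among them 361 of the 362.

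Among called genes that met the naming rule, Mfap5 (chromosome 6, 122505845 to 122529290) had the highest ratio. It was at 1704 CPM in mSC-like and 13.1 CPM in nm(R)SC-like cells of plate 1, and at 893 and 0.0477 CPM in plate 2, with a fitted log2 ratio of 10.13 ± 1.77 (SE, edgeR adjusted p = 0.0204). Casq1 (chromosome 1, 172209894 to 172219868) followed with 9.93 ± 1.24 (SE, edgeR adjusted p = 0.00606). Lctl, whose exons overlap those of Zwilch on the other strand, had 9.54, Spint1 had 9.17 and Slc9a3 had 8.75 on the log2 scale, with edgeR adjusted p between 0.0168 and 0.0332. All 5 lay near 0 in nm(R)SC-like cells of plate 2, so the fitted ratio depends on the prior count, and with a pseudocount of 1 CPM their ratios within a plate ran from 5.36 to 9.74.

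On the other side, Fcgr2b (chromosome 1, 170958617 to 170976547) had the lowest fitted log2 ratio, -9.65 ± 1.52 (SE, edgeR adjusted p = 0.0138), with 82.2 CPM in nm(R)SC-like and 0.445 CPM in mSC-like cells of plate 1. Clu had -9.33 ± 1.20 (SE, edgeR adjusted p = 0.00677), C1ra had -9.26, C3 had -9.23 and Gpnmb had -9.10. The edgeR adjusted p of the last 3 lay between 0.00608 and 0.0283. These genes also lay near 0 in the lower class, with ratios within a plate of -5.79 to -9.37. Mfap5, Lctl, Spint1, Slc9a3 and Gpnmb were no longer called without the plate block, and each also lost its call elsewhere. With a filter of 2500 genes Mfap5, Lctl, Slc9a3 and Gpnmb were not called. Under another gene split Mfap5 (edgeR adjusted p = 0.315), Lctl, Spint1 and Gpnmb were not called. Without the gene split Mfap5, Casq1, Spint1 and Gpnmb lost the call. Without integration Casq1, Spint1 and Slc9a3 (edgeR adjusted p = 0.571) lost it. Fcgr2b, C1ra and Lctl were not called with a filter of 1000 genes. Clu and C3 were called in every alternative that gave a test.

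The study follows 10 genes through SC development, and these were compared between the classes by the same fit. Adjusted over the list alone, 8 of the 10 passed 0.05, and 6 of them also passed over all genes tested (edgeR, Benjamini-Hochberg). The alternative that moved this count most was no plate integration, where 4 passed over the list alone, without Ngfr, Mbp, Pou3f1 and Cdkn1c. That run also differed in components and resolution, and 102 cells of plate 1 were mSC-like in it, against 143 in the main run. An nm(R)SC-like cluster of 228 cells there, led by mt-Atp6 together with ribosomal protein genes, held 207 cells of plate 1. Higher in mSC-like cells were Ncmap (log2 ratio 8.77 ± 0.938 SE, edgeR adjusted p over all genes 0.00312) and Mbp (2.30 ± 0.445, edgeR adjusted p 0.0312). Ncmap (chromosome 4, 135369576 to 135398227) stood at 3189 CPM in mSC-like and 22.6 CPM in nm(R)SC-like cells of plate 1, and at 4526 and 3.35 CPM in plate 2. Without the block, Mbp did not pass over all genes (edgeR adjusted p 0.301).

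Higher in nm(R)SC-like cells were Ngfr (log2 ratio -8.28 ± 1.09 SE, edgeR adjusted p over all genes 0.00722), L1cam (-7.71 ± 1.21, edgeR adjusted p 0.0138) and Ncam1 (-4.40 ± 0.431, edgeR adjusted p 0.00279). The exons of L1cam overlap those of Arhgap4 on the same strand, so reads of one can be counted for the other, and L1cam did not pass over all genes without the block (edgeR adjusted p 0.0805). Pou3f1 (2.42 ± 0.745) and Cdkn1c (3.50 ± 0.934) were higher in mSC-like cells with edgeR adjusted p over the list of 0.0134 and 0.00709, and over all genes of 0.169 and 0.108. Mki67 (-2.95 ± 2.32) and Top2a (-0.78 ± 2.75) did not pass, with edgeR adjusted p over the list of 0.263 and 0.784. The unnamed cluster, where most of their plate 1 reads lay, is in neither class of this comparison. With a filter of 1000 genes its plate 1 cells with both genes fell in the nm(R)SC-like class, and Mki67 (-4.20) and Top2a (-3.94) then passed over the list (edgeR adjusted p 0.0274 and 0.0338).

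**Figure D1:**
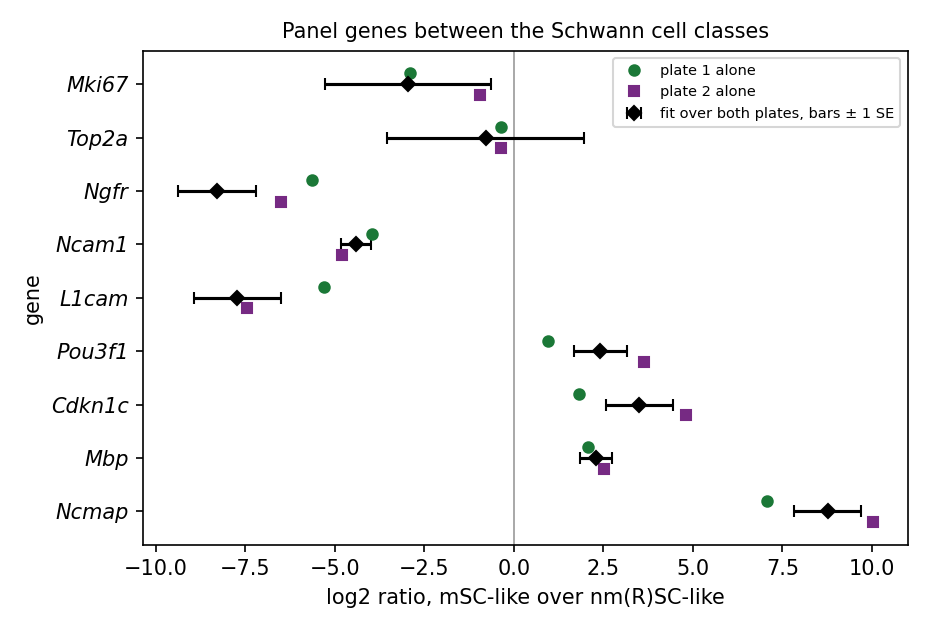
Log2 ratios of CPM, mSC-like over nm(R)SC-like cells (x axis), for genes of the panel (y axis). Diamonds are the fitted ratios over both plates with bars of 1 SE, circles are plate 1 alone and squares plate 2 alone, and for Ngfr, L1cam and Ncam1 all 3 lie left of 0.

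Of 2 gene lists fixed in advance, cholesterol synthesis was higher in mSC-like cells: all 17 genes had a positive log2 ratio, with a median of 2.11 (camera with preset correlation, p = 9.72e-17, adjusted p = 1.94e-16). This call held under fry (adjusted p = 0.0405) and did not hold under camera with an estimated correlation (adjusted p = 0.171). For the 16 dissociation response genes no difference was found (camera, adjusted p = 0.669). Their median log2 ratio was 0.059 and their mean -0.17, and the test pointed down, so the signs differ.

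The study describes cells with the proliferation markers Mki67 and Top2a among the nm(R)SCs at P60. After thinning, 5 or more Mki67 reads were found in 6 of 113 nm(R)SC-like cells of plate 1 (5.31%, interval 1.97% to 11.2%) and in 5 of 239 of plate 2 (2.09%, interval 0.683% to 4.81%), a mean of 3.70% ± 2.28 (SD, n = 2). Without thinning, at 50 CPM or more, the shares were 3.87% and 1.21%, and in a cell of up to 20000 reads a single read meets this limit (2 of the 7 cells of plate 1). The minimum of 5 thinned reads of Top2a was reached in 1 of 113 and 1 of 239 nm(R)SC-like cells, and 50 CPM without thinning in 11 of 181 (6.08%) and 0 of 247 (which allows 1.21%). As 10 of these 11 cells had no more than 20000 reads, the 6.08% cannot be set against the thinned share. No mSC-like cell had 5 reads of Mki67 (0 of 98 and 0 of 73 cells, which allows shares of up to 3.06% and 4.11%). Both genes together were found in 0 of 113 and 0 of 239 nm(R)SC-like cells, which allows up to 2.65% and 1.26%. The unnamed cluster, which the naming rule left out of this class, had both in 11 of 12 thinned plate 1 cells. With a filter of 1000 or 2500 genes no cluster stayed unnamed. The nm(R)SC-like class of plate 1 then had both in 11 of 125 (8.80%) or 11 of 126 cells (8.73%). In plate 2 it had 0 of 243 or 0 of 70. The 0 in plate 1 therefore depends on the naming rule and cannot be set against the study's description. The choice that moved the share with Mki67 most was a minimum of 1 read, with a mean of 10.4%. At 1 read Mki67 was also found in 9 of 98 and 4 of 73 mSC-like cells, a mean of 7.33%. Its absence from mSC-like cells therefore depends on the minimum.

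The study saw the plates apart at P60 before it corrected for them. Without a test, as each plate is 1 sample, 123 genes met the rule of size in both classes, 94 higher in plate 1 and 29 higher in plate 2. Across the 10513 genes at 10 CPM or more, the log2 plate ratios of the classes correlated with a Pearson r of 0.156, around medians of -0.20 (mSC-like) and -0.17 (nm(R)SC-like). This correlation is across genes, which are not independent replicates. In number of genes the count changed most under a 2-fold rule, with 941 genes, and by ratio under a minimum of 50 CPM, with 13. When the cell with most reads of a gene was left out of each class and plate, 47 of the 123 genes (38.2%) still met the rule.

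The genes farthest below in plate 2 were mt-Atp6 and mt-Co3 (mitochondrial genome, 7927 to 8607 and 8607 to 9390). In mSC-like cells mt-Atp6 was at 250 CPM in plate 1 and 0.631 CPM in plate 2. With the pseudocount of 1 CPM this is a log2 ratio of -7.26, and in nm(R)SC-like cells the ratio was -7.79. The ratios of mt-Co3 were -6.06 and -6.69, and these genes overlap each other. Zfp316 (-4.86 and -4.37), Myl6b (-4.27 and -4.49) and Tmco4 (-4.30 and -4.23) followed, in the order mSC-like and nm(R)SC-like. Farthest above in plate 2 were Spata5 (3.40 and 3.45), Pgm1 (3.30 and 4.57), Plin4 (3.04 and 3.39), Rnf180 (4.26 and 2.96) and Nim1k (2.96 and 2.95). Spata5, Pgm1 and Plin4 have exons that overlap another gene of the table. With cells thinned before summing, 4 of these 5 were under 4-fold in a class: Pgm1 (0.75) in mSC-like cells, and Spata5 (1.85), Rnf180 (1.22) and Nim1k (1.00) in nm(R)SC-like cells. With a filter of 2500 genes Rnf180 changed sign in mSC-like cells (-0.39) and Spata5 and Plin4 fell to 0.57 and 0.26 in nm(R)SC-like cells.

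To learn how far a single read shows expression in a cell, reads of genes held mostly by 1 cell were followed through the plate. In plate 1 only Gsg1l met the conditions, with 5136 of its 5193 reads in 1 cell. Of the 38 cells that share an index name with that cell, 22 had a read of it (57.9%), against 3 of 345 other cells (0.870%), a difference of 57.0 percentage points (permutation p = 0.0001, two-sided, the smallest that 10000 draws can give). With a minimum of 1000 reads, 16 genes gave 40.1% and 2.12% (permutation p = 0.0001). In plate 2, 12 genes, with Zfp300, Kdm3a and Fam180a at most reads, gave 2.41% of sharing cells and 2.22% of the others (permutation p = 0.872). The titles of plate 2 give rows and columns, and the study lists a set of unique dual indices. If plate 2 used them, such cells share no index and exchange would not show. Over these 16 genes a plate 1 cell that shared the first or second index had a median of 0.0227% or 0.0564% of the reads of the source cell. Cells that shared neither had 0.0238%, held by few cells, so the first rate is not above that of the others. By share of cells the first index stood apart in these 16 genes, with a read in 32.1% against 2.12%. Its rate for Gsg1l alone was 0.0169% against 0.000169%. For 10 genes of which 1 cell held 50% or more it was 0.0542% against 0.158%. With the rates of 0.0227% and 0.0564%, expected exchanged reads were a median of 1.37% of the reads of kept plate 1 cells. These can include reads of the cell itself.

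**Figure D2:**
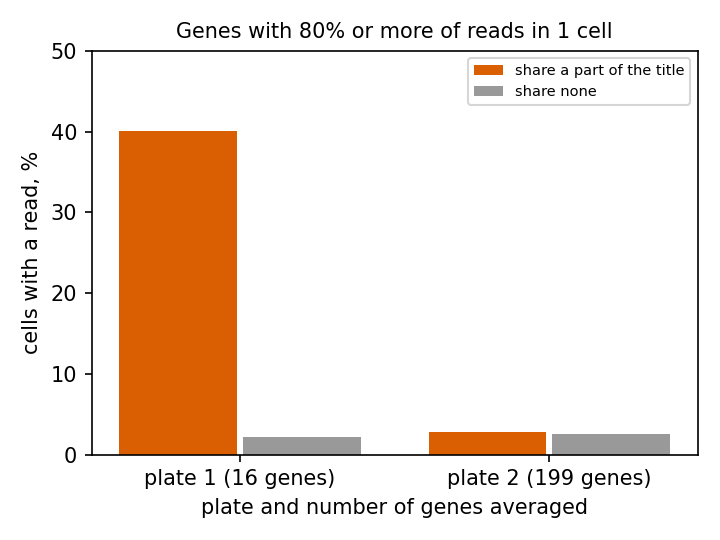
Percent of cells with a read (y axis, from 0) of genes with 1000 or more reads of which 1 cell holds 80% or more, in plate 1 (16 genes) and plate 2 (199 genes). Orange bars are cells that share a part of the title with the holding cell and grey bars the others, and the bars differ in plate 1 (40.1% and 2.12%).

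Each plate pooled male and female mice. After thinning, 71 of 223 kept cells of plate 1 (31.8%, interval 25.8% to 38.4%) and 43 of 313 of plate 2 (13.7%, interval 10.1% to 18.1%) had 5 or more reads of at least 1 of the Y chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y. The mean was 22.8% ± 12.8 (SD, n = 2). At 50 CPM without thinning the shares were 33.5% and 12.9%, with 13 of 114 such cells of plate 1 at up to 20000 reads. These are not shares of male cells, since low expression is missed in single cells and exchanged reads, which were not subtracted here, can add cells in plate 1. The choice that moved the mean most was a minimum of 1 read, at 35.8%.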

Values the study reported

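The study discarded cells with fewer than 1500 detected genes. It gave a depth of approximately 500,000 reads per cell and about 200 Mio reads per plate. For P60 it found 4 clusters, after integrating the plates with 12 canonical vectors and clustering at a resolution of 0.5, and merged them into a myelinating and a non-myelinating group.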

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

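The tests in this part were chosen only after the result was seen. The cells of the unnamed cluster are in neither class of the panel comparison and the shares, although cell-cycle cells were counted as nm(R)SC-like when genes outside the panel were tested. A signal appeared in them: 91.7% of its plate 1 cells with 100000 reads (11 of 12, exact interval 61.5% to 99.8%) had 5 or more reads of both Mki67 and Top2a after thinning. Among the named cells with 100000 reads, none of either plate had both at that minimum after thinning. Unthinned, 1 of 181 nm(R)SC-like cells of plate 1 had 5 or more reads of both. It still had them after subtraction of the expected exchanged reads. In plate 1 Top2a stood at 1462 CPM in this cluster and 1.60 CPM in the named classes, and Mki67 at 738 and 8.63 CPM.

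Exchange of reads between libraries is argued against: unthinned, 13 of its 16 plate 1 cells had 5 or more reads of both markers, and the number was 13 after subtraction of the expected exchanged reads. Few reads are argued against in plate 1, where its cells had a median of 267800 reads and the named cells 157985. A mix of 2 cells of the named classes in 1 well should not exceed its parts, so Top2a at 1462 CPM argues against it. Whether cells of another listed type take part stays open. Sox10 (318 CPM) and S100b (75.9 CPM, the lowest of the markers of all Schwann cells) were read, below the named classes (493 and 331 CPM). The limit of 50 CPM for this test was set after these values were seen, in place of a ratio to the named classes that had decided nothing. Of 31 markers of 6 other types, 23 had no read and 3 (Col1a1, Col3a1 and Dcn) were higher than in the named classes. That these are cycling Schwann cells is an open hypothesis, as are cycling cells of a type with Col1a1 and Col3a1 and wells that hold a cycling cell and a second cell.

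The 13 plate 2 cells of the cluster differ: their median was 4081 reads against 473077 in the named cells, so the low read number may be a part of what places them there. Top2a stood at 123 CPM in them and 0.629 CPM in the named cells, and Mki67 was also higher. These levels rest on 23 and 3 reads. Of the 23 reads, 18 came from 1 cell with 114250 reads and 5 from 3 other cells, where a single read can exceed 50 CPM. Whether any of these cells is cycling stays open.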

How the results depend on the processing

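Subtraction of the exchanged reads and leaving out the unnamed cluster were chosen after the data were seen, and the other alternatives before. The 362 genes called between the classes kept their sign wherever they were called again. The count was 1683 with DESeq2, 549 without the filter on low counts, 593 with cells thinned before summing, 112 with no replicate block, 174 with a filter of 2500 genes, 192 without plate integration and 204 under a second gene split. Of the 362, 361 were called by DESeq2, 112 without the block, 164 with the filter of 2500 genes, 160 without integration and 193 under the second split. More genes were tested without the filter (16836), and fewer cells entered with the higher cell filter. For the remaining settings the cause was not tested. The other 7 alternatives lay within 1.5 times of the count, among them 337 genes with the unnamed cluster left out of the class sums, 329 of them among the 362. No test was possible without a plate, since 1 sum per class leaves no residual. Of 140 refits of the 10 named genes, 23 lost the call, 16 moved the ratio by more than the SE of the main fit (6 of them without integration) and none reversed. The 20 ratios within 1 plate had the same sign as the fit, but the naming rule required this, so it is no test. As they use a pseudocount, their size cannot be set against the fitted ratio. Clu and C3 alone kept their call in every alternative with a test.

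Of the 10 panel genes, 8 passed over the list alone, and 4 without plate integration, where Ngfr, Mbp, Pou3f1 and Cdkn1c no longer passed. The run without integration also used other components and another resolution, and which of these is the cause was not tested. Ncmap still passed there, with its log2 ratio down from 8.77 to 3.55. With a filter of 2500 genes Cdkn1c did not pass over the list (edgeR adjusted p 0.0596). Mki67 and Top2a passed with a filter of 1000 genes (log2 ratios -4.20 and -3.94, edgeR adjusted p over the list 0.0274 and 0.0338) and after subtraction (-4.55 and -4.39, adjusted p 0.0242 and 0.0290). With the filter of 1000 genes, where no cluster stayed unnamed, the 11 plate 1 cells with both genes were in the nm(R)SC-like class. Without the replicate block Pou3f1 did not pass over the list (adjusted p 0.236), and no other panel call over the list changed. Over all genes, L1cam and Mbp were among the panel genes that lost their calls.

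The share with Mki67 among nm(R)SC-like cells moved from 3.70% to 10.4% with 1 read, 7.83% with a filter of 1000 genes and 7.46% with one of 2500. With 1 read both plates rose (11.5% and 9.21%), and the cause was not tested. In the other 2 the 11 cells with both markers were in this class. The share of cells with Y reads was 35.8% with 1 read. The shares of both named classes moved by less than the SD between plates under each alternative run. So did the share with both markers among all kept cells (2.47% ± 3.49, SD, n = 2). Leaving out 1 of 2 plates cannot exceed that SD. Among nm(R)SC-like cells alone, the share with both markers rose from 0 to means of 4.40% and 4.37% with filters of 1000 and 2500 genes. With 1 read it was 1.77%. The share of the unnamed cluster fell from 4.30% to 0 with filters of 1000 and 2500 genes, without integration and after subtraction. Without integration a cell-cycle cluster of 16 cells, 15 of plate 1, was left and its read number no longer kept it from being named. For the other 3 the cause was not tested. The plate difference held 941 genes at 2-fold, 13 at 50 CPM and 256 with a filter of 2500 genes, where the cause was not tested, and Rnf180 reversed there (-0.39). With thinned cells 46 of the 123 genes were among 88. Of 40 alternatives over the named plate genes, 20 moved. It compares the plates, so it has no value without one of them.

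The cholesterol list lost its call with an estimated correlation (adjusted p = 0.171) and, under fry, without the block (adjusted p = 0.105), and the cause was not tested. The index sharing difference of plate 2 was 0.190 percentage points and reversed to -0.00317 when 1 cell held 50% or more and to -0.725 at 95% or more, in each case within permutation (p = 1). In plate 1 its lowest alternative was 40.1% of sharing cells against 2.12%. Depth limits the shares in plate 1 most, where 223 of 340 kept cells had enough reads to be thinned. The planned comparison of Xist with Y reads was not run.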

Other observations

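The tests of index exchange, of sequencing depth and of the dissociation list were planned, although the split of the list by class was not, and the other tests in this part were chosen after the result was seen. The median of 158689 reads in genes per kept cell in plate 1 is an own value. That is lower than the depth per cell quoted from the study above, which counts sequenced reads. Plate 1 held 74280540 reads in genes. That is lower than the number of reads per plate quoted from the study above, which counts sequenced reads. Plate 2, with a median of 452484 and 209404659 reads in genes, lay near both. Clustering here gave 7 clusters. That is higher than the number quoted from the study above, and the classes here are rebuilt with another version of the software.

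Exchange of reads between libraries that share an index fits the plate 1 pattern, with a difference of 57.0 percentage points that permutation of positions did not give. In plate 1, 75 cells had fewer than 10000 reads, and expected exchanged reads were a median of 47.3% of their reads, at rates of which one is not above that of cells sharing no index. Of these cells 31 had 1500 or more genes. After subtraction 314 plate 1 cells passed that filter in place of 340. A gene number filter alone may therefore keep wells with little RNA of their own. In plate 2, where the titles may not show which cells share an index, 11 of 53 such cells passed.

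The plate with fewer reads had more genes per cell. At equal reads the median was 1379 genes higher in plate 1, with quartiles that do not overlap, which argues against depth as the cause. After subtraction of exchanged reads it was still 1278 higher, and with a minimum of 10 reads per gene it was 810 higher, which argues against exchange. The batch of animals and the library preparation are the same split as the plates, and these cannot be told apart here. No biological explanation was tested.

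Of the 123 genes that differed between the plates, 81.3% still met the rule of size after the median of genes of similar GC content was subtracted, and 84.6% after the same for gene length, so neither trend is the whole cause. Without the top cell of each class and plate 38.2% still met it, in line with single cells that hold a large part of a gene's reads as a source of the rest. The dissociation list was higher in plate 2 in mSC-like cells, with a median log2 ratio of 1.41 (15 of 16 genes) above the central 95% of random matched lists (-0.43 to 0.58). Within the mSC-like clusters 1 and 4 it was 1.36 and 0.94, so the mix of clusters in the class does not account for it. In nm(R)SC-like cells it was 0.030, inside the range of -0.43 to 0.50, with 8 of 16 genes higher. Their clusters 0, 2 and 3 were at -0.28, -0.03 and 0.76, so the value of the class averages clusters that differ and leaves it open. A stronger dissociation response in plate 2 may be a part of the difference in mSC-like cells. The difference between the classes itself was not tested.

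The mitochondrial genes mt-Atp6 and mt-Co3 were nearly absent from plate 2, with 102 and 47 reads in kept cells against 21334 and 7964 in the shallower plate 1. They and mt-Nd3 are the 3 of 13 mitochondrial genes that met the rule of size, and at least 98.0% of the 50-mers of each also occur in transcripts of another gene. Of the others, mt-Cytb, mt-Nd1 and mt-Nd6 shared none, and their log2 plate ratios were -0.61, -1.10 and -1.79. mt-Co2, with all its 50-mers shared, had 3 and 1 reads. Against this, mt-Nd4l shared 98.8% and did not meet the rule (-2.09), mt-Nd2 shared 8.19% with -2.18, and mt-Atp8 shared none yet had 12 and 5 reads. Reads lost to nuclear copies, to a different degree in each plate, may be a part of the pattern, and these values do not decide it. What differed between the plates in sequencing or mapping was not tested, and copies outside annotated transcripts were not searched.

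Cluster 6 was led by protocadherin alpha genes alone, and 14 of its 18 cells were from plate 1. Without the 14 such genes of the table, at most 44.4% of its cells (8) stayed in 1 cluster, one of 96 cells. When Pcdha1, one of 13 with the same counts in every cell, was kept so that a shared read counted once, 55.6% (10) stayed in 1 cluster, one of 98. Whether reads counted for several genes at once or the level of the locus itself set these cells apart is not decided by these values.

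Read numbers followed plate positions. In plate 2, column 15 had a median of 2283289 reads per cell and column 24 had 25584. In plate 1, 16 cells that share one index name had a median of 2457 reads and another 16 had 2922, with 8 and 7 of them kept.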
